A study of Mus musculus with 28 samples.

How the data were processed

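RNA abundance was measured by bulk RNA sequencing of polyadenylated RNA from 28 mouse bone marrow samples. Per the labels' protocols, the RNA was isolated with a column kit for small samples and the libraries followed a standard Illumina preparation. The cells were long-term haematopoietic stem cells (LT-HSC) or MPP3, a multipotent progenitor population. They had been re-isolated 4 months after marrow of young donors was transplanted into young or aged recipients. The recipients carried CD45.1, a variant of a leukocyte surface protein that lets donor cells be told apart from recipient cells. Donor marrow was either Mx1-Cre control, which carries an inducible recombinase transgene, or Dnmt3a-mutant. The mutant allele was not described in the labels used here.

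The authors deposited 1 table of gene counts for all samples. Its values are whole-number counts that are not normalized, which was checked on the values themselves. Per the labels and the file headers, the aligner, the counting program, its strand setting, the genome build and the annotation were not stated, so no coordinates are given. The table lists 38924 Ensembl gene identifiers. Gene symbols were taken from a name table of GENCODE release M21, which matched 37607 identifiers (96.62%) that held 99.21% of all counts. All 28 columns were assigned to samples by the sample titles in their names. The number of columns that belonged to no sample was 0. No count was found in any library for 17093 genes.

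Samples were grouped by recipient age, donor genotype and cell type as the sample titles state. The replicate numbers came from the sample descriptions. Animal numbers in the titles showed that the same replicate number stands for different animals in different groups of a cell type, while LT-HSC and MPP3 libraries of 1 group often came from the same animals. All aged LT-HSC libraries and most aged MPP3 libraries named 2 recipients each, and libraries of young recipients named 1. Aged control MPP3 replicates 1, 2 and 3 also named 1 recipient each.

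Column names of the count table carried a library number, an index sequence and a sample sheet number. In the order of the library numbers, the sheet numbers ran through all 14 values once and then again, and 4 index sequences occurred in both runs. The libraries were therefore divided into 2 sequencing pools of 14. This division was inferred from those names and is not stated in the labels. Pool 1 held 1 of 3 aged control, 3 of 4 aged mutant, 2 of 4 young control and 2 of 2 young mutant LT-HSC libraries. In MPP3 it held 2 of 4 aged control, 3 of 4 aged mutant, 0 of 4 young control and 1 of 3 young mutant libraries.

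Counts were analysed with edgeR 4.0.16 in R 4.3.3. Genes were kept by the filterByExpr function with the groups, libraries were scaled by the trimmed mean of M values (TMM), and dispersions were estimated with estimateDisp. Quasi-likelihood models were fitted with glmQLFit (robust) and tested with glmQLFTest, which is 2-sided. Each group had its own coefficient, without covariates, and all groups of a cell type shared 1 fit, with 14588 genes in LT-HSC and 13933 in MPP3. The comparison of the cell types used all 28 libraries and 16309 genes. The p-values were adjusted by the Benjamini-Hochberg method within each comparison, with a threshold of 0.05. CPM are TMM-normalized counts per M counts. A gene was taken as at the floor when no library of a group held more than 3 counts.

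Gene lists were tested with camera (limma 3.58.1), a 2-sided competitive test of whether the genes of a list rank apart from the other genes, with an inter-gene correlation preset to 0.01. The value given for a list is the mean log2 change of its genes minus that of all other tested genes. A list of 199 genes of the TNF and NF-kB response gave a family of 6 tests. Lists for interferon response, cell cycle, LT-HSC identity, and the myeloid, megakaryocyte-erythroid and lymphoid lineages gave a family of 36. The immediate-early list gave a family of 10. A score per library was the mean over a list of log2(CPM + 2), minus the same mean over the other tested genes. Scores were compared between groups by exact 2-sided permutation tests over all splits of the libraries.

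Groups, tests, gene lists, processing alternatives and the rule for naming genes were fixed before the data were examined. By that rule Dnmt3a, Tnf, Tnfrsf1a and Tnfrsf1b were reported in every genotype comparison and Slamf1, Cd48 and Flt3 in the cell type comparison. Xist, Ddx3y, Kdm5d, Uty and Eif2s3y were reported as a check of sex. Up to 3 genes that rose and 3 that fell were added per comparison, with the smallest adjusted p among called genes whose CPM did not overlap between the groups. 1 gene that met this rule is not reported here. Genes of the TNF list named one by one, and the immunoglobulin and mitochondrial genes, were singled out after their values were seen.

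Total counts per library ranged from 5.59 to 10.79 M counts. Shares of counts in single libraries have 95% Wilson intervals, and the smallest share a library could show was set at 3 counts. Intervals and floors cover counting error only, because reads without molecular identifiers are not independent molecules.

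The procedure was tested on simulated counts drawn from the means and library sizes of the real samples, with 200 genes changed by a known amount. With no change, 4.66 to 5.31% of genes had an unadjusted p under 0.05 in the genotype comparisons, and 6.76% in the cell type comparison. Of genes changed by 4 on the log2 scale, 19% were called in each LT-HSC genotype comparison, 63.5% in MPP3 of aged recipients, 58% in MPP3 of young recipients and 71% between cell types. Of genes changed by 2, the shares were 0.5% and 0% in LT-HSC of aged and young recipients, 23% and 16% in MPP3, and 34.5% between cell types. A list shifted by 0.5 had a camera p under the threshold in 10 of 10 simulations of each comparison, and an unshifted list in 0 of 10. The simulated genes varied independently of each other, so these list simulations do not cover lists of correlated genes. Shifts smaller than 0.5 were not simulated for lists.

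The alternatives fixed in advance were DESeq2 size factors, the DESeq2 1.42.0 Wald test, limma voom with quality weights, no filter, and a filter on a mean of at least 50 counts. Others were the replicate number or animal as a block, other sets of libraries in the fit, an estimated inter-gene correlation, the fry rotation test, the TNF list without immediate-early genes, and leaving out each library in turn. The pool as a covariate, the libraries of 1 pool, and leaving out LT-HSC libraries with over 1% immunoglobulin counts were chosen after seeing the data. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.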

Results

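Gene counts were obtained for 28 libraries of donor-derived bone marrow cells, 13 of LT-HSC and 15 of MPP3. LT-HSC libraries came from aged recipients of control (n = 3) or Dnmt3a-mutant marrow (n = 4) and from young recipients of control (n = 4) or mutant marrow (n = 2). MPP3 libraries came from aged recipients of control (n = 4) or mutant marrow (n = 4) and from young recipients of control (n = 4) or mutant marrow (n = 3). The series title places the study in the context of TNF receptors, stem cell fitness and lineage output in clonal haematopoiesis, and the design asks whether the donor genotype acts differently in young and aged recipients.

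The total count per library, in M (mega) counts, was 7.56 M ± 1.25 (SD, n = 28) and ranged from 5.59 to 10.79 M. In LT-HSC it was 5.83 M ± 0.265 (SD, n = 3) for aged controls, 7.17 M ± 0.339 (SD, n = 4) for aged mutants, 7.31 M ± 1.03 (SD, n = 4) for young controls and 8.86 M ± 0.711 (SD, n = 2) for young mutants. In MPP3 it was 8.32 M ± 0.6247 (SD, n = 4) for aged controls, 7.72 M ± 2.29 (SD, n = 4) for aged mutants, 7.34 M ± 0.876 (SD, n = 4) for young controls and 8.32 M ± 0.748 (SD, n = 3) for young mutants. Per replicate, aged control LT-HSC libraries held 5.77, 6.11 and 5.59 M counts, aged mutant ones 7.52, 7.20, 6.71 and 7.28, young control ones 7.84, 8.45, 6.82 and 6.13, and young mutant ones 9.36 and 8.36. Aged control MPP3 libraries held 8.08, 8.57, 7.60 and 9.05 M counts, aged mutant ones 8.11, 5.71, 6.26 and 10.79, young control ones 8.17, 7.94, 6.30 and 6.93, and young mutant ones 7.90, 9.18 and 7.87.

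The ribosomal RNA gene mt-Rnr2 took 11.4% of all counts, mt-Rnr1 6.31% and Gm42418 6.11%. Mitochondrial genes together took 20.4% ± 4.76 (SD, n = 28). The share was 17.8% ± 4.71 (SD, n = 14) in sequencing pool 1 and 23.04% ± 3.13 (SD, n = 14) in pool 2. The lowest share was 13.9% (95% Wilson interval 13.89 to 13.94) in young mutant LT-HSC replicate 2 and the highest was 28.4% (28.34 to 28.40) in replicate 1 of the same group. Correlations of log2 CPM between libraries of the same group ranged from 0.5 to 0.861 across genes (median 0.708 over 37 pairs). Pairs of the same cell type from different groups had a median of 0.711 (146 pairs), and pairs of different cell types 0.572 (195 pairs). No 2 libraries had counts that agreed within sampling noise, since the lowest chi-square per gene was 46.6. After group means were removed, libraries of the same pool correlated by 0.0048 on average and libraries of different pools by -0.0041.

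The first principal component of log2 CPM held 15.5% of the variance and separated the cell types, with LT-HSC between 16.6 and 145 and MPP3 between -99.3 and -30.8. Aged mutant LT-HSC replicates 1 and 4 lay at -108 and -208 on the second component (6.98% of the variance), and the other LT-HSC libraries between -27.7 and 54.1.

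**Figure D1:**
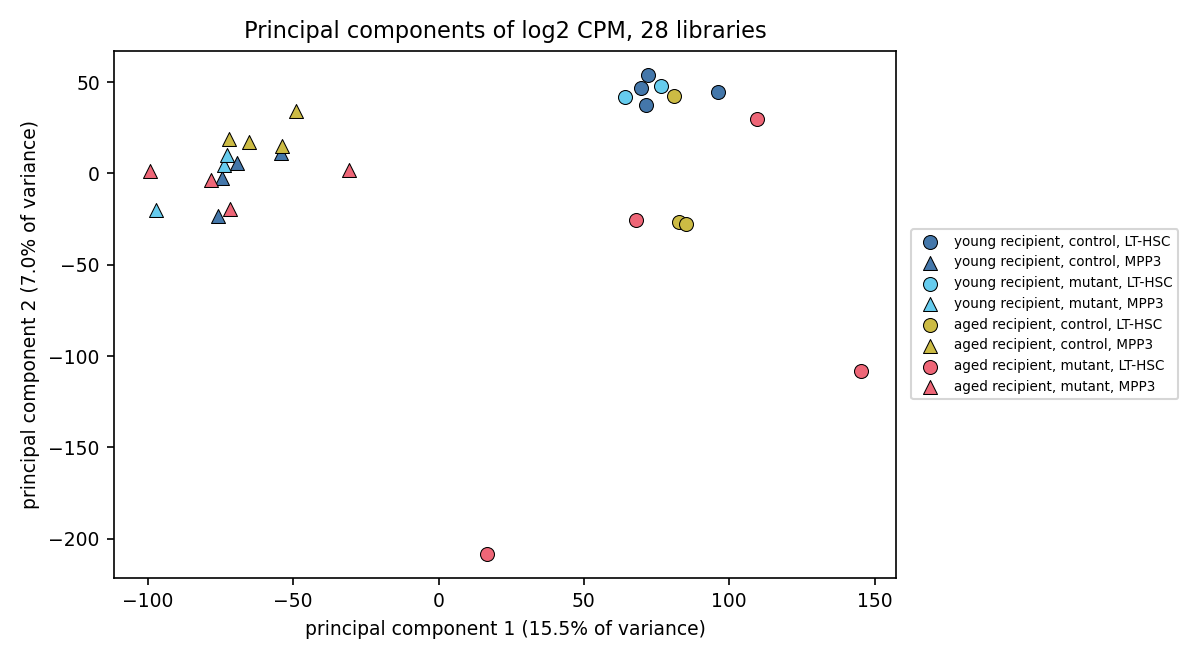
Principal component 1 (15.5% of variance) against principal component 2 (6.98%) of log2 CPM, one point per library, with circles for LT-HSC, triangles for MPP3 and colours for recipient age and genotype. LT-HSC libraries lie between 16.6 and 145 on the horizontal axis and MPP3 libraries between -99.3 and -30.8.

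Dnmt3a (ENSMUSG00000020661), the targeted gene, was detected in every library. In LT-HSC its CPM were 117, 92.2 and 44.4 in aged controls, 71.1, 161, 42.0 and 69.3 in aged mutants, 131, 69.2, 86.6 and 85.4 in young controls, and 108 and 104 in young mutants. In MPP3 they were 120, 92.8, 113 and 112 in aged controls, 112, 105, 62.3 and 134 in aged mutants, 238, 132, 47.2 and 146 in young controls, and 96.4, 104 and 74.3 in young mutants. The edgeR log2 change of mutant against control was 0.01 (SE 0.53, adjusted p = 1) in LT-HSC of aged recipients and 0.21 (SE 0.59, adjusted p = 1) in those of young recipients. In MPP3 it was -0.06 (SE 0.37, adjusted p = 0.997) in aged and -0.62 (SE 0.41, adjusted p = 0.911) in young recipients. The genotype by age interaction, the change in aged minus that in young recipients, was -0.19 (SE 0.79, adjusted p = 0.992) in LT-HSC and 0.55 (SE 0.55, adjusted p = 0.962) in MPP3. These changes were within the spread between replicates, so the total count of Dnmt3a did not tell the genotypes apart in these libraries. The most that an alternative test or scaling moved the aged LT-HSC value was to -0.11 with limma voom.

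Xist was counted in all 28 libraries, with 24684 to 84121 counts. Ddx3y had at most 1 count and Eif2s3y at most 2 counts, each in 3 libraries, and Kdm5d had 0 counts in every library. Uty had 9 to 110 counts in all 28 libraries, a value that is uncertain because its reads can be shared with a similar gene on the X chromosome.

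The cell types were compared first, over all groups. By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 1997 of 16309 genes differed, with 1036 higher and 961 lower in MPP3. The DESeq2 Wald test moved this count most among the alternatives that used all libraries without a block, to 2857 genes. Fewer genes were called within each pool. These fits are not comparable, since each pool lacked a combination of recipient age and genotype in 1 cell type and had groups of 1 library. Of the 1997 genes, 64 had CPM that did not overlap between the 15 MPP3 and 13 LT-HSC libraries, 38 higher and 26 lower in MPP3, where a random split of the libraries gives no overlap in 5.34e-06% of genes.

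The surface marker genes fixed in advance differed between the cell types. Slamf1 (ENSMUSG00000015316) was lower in MPP3, at 1.89 CPM ± 3.29 (SD, n = 15) against 68.1 ± 48.8 (SD, n = 13), a log2 change of -5.57 (SE 0.89, edgeR adjusted p = 8.35e-05). Cd48 (ENSMUSG00000015355) was higher, at 51.2 CPM ± 21.8 against 4.94 ± 7.24, a log2 change of 3.504 (SE 0.96, edgeR adjusted p = 0.0152). Flt3 (ENSMUSG00000042817) was higher, at 103 CPM ± 41.0 against 57.6 ± 14.5, a log2 change of 0.82 (SE 0.23, edgeR adjusted p = 0.0203), and the adjusted p of Flt3 ranged from 0.00556 to 0.0887 over the other tests, the highest with limma voom. Among non-overlapping genes, the smallest adjusted p for a rise were those of Igll1, Chdh and Ms4a3. Igll1 (ENSMUSG00000075370) had at most 1 count in any LT-HSC library and was at least 213-fold higher in MPP3, at 91.2 CPM ± 114 (SD, n = 15). Chdh (ENSMUSG00000015970) rose by 9.14 on the log2 scale (SE 0.78, edgeR adjusted p = 1.51e-08) and Ms4a3 (ENSMUSG00000024681) by 11.01 (SE 0.88, edgeR adjusted p = 3.36e-08). Among genes lower in MPP3, St3gal1 (ENSMUSG00000013846) fell by 2.41 (SE 0.21, edgeR adjusted p = 1.51e-08) and Tgm2 (ENSMUSG00000037820) fell by 6.83 (SE 0.61, edgeR adjusted p = 1.69e-08).

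The effect of genotype was tested separately in each cell type and recipient age. At an adjusted p under 0.05, edgeR called 0 of 14588 genes in LT-HSC of aged recipients, where 1491 genes (10.2%) had an unadjusted p under 0.05. The smallest adjusted p was 0.334. In LT-HSC of young recipients 0 genes were called and 432 (2.96%) had an unadjusted p under 0.05. In MPP3, 0 of 13933 genes were called in aged recipients, with 804 (5.77%) under 0.05 unadjusted, and 0 in young recipients, with 846 (6.07%). The alternative that moved these counts most was the DESeq2 Wald test, which called 364 genes in LT-HSC of aged recipients. The common biological coefficient of variation was 1.17 in LT-HSC and 0.882 in MPP3, and in simulated data of this spread 19% of LT-HSC genes changed by 4 on the log2 scale were called.

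Recipient age was tested within each genotype. In control LT-HSC 0 genes were called and 889 (6.09%) had an unadjusted p under 0.05, and in mutant LT-HSC 0 were called with 943 (6.46%) under 0.05. In MPP3 the corresponding counts were 0 and 853 (6.12%) for controls and 0 and 735 (5.28%) for mutants. The genotype by age interaction gave 0 called genes in LT-HSC, with 1149 (7.88%) under 0.05 unadjusted, and 0 in MPP3, with 752 (5.4%).

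Genes of TNF and its receptors were examined because of the study's subject. Tnfrsf1b (ENSMUSG00000028599) had 103 CPM ± 62.3 (SD, n = 4) in aged mutant and 25.4 CPM ± 25.1 (SD, n = 3) in aged control LT-HSC. Its log2 change was 2.00 (SE 0.89, edgeR adjusted p = 0.484). The replicates of both groups overlapped, from 44.1 to 191 CPM in mutants and from 5.45 to 53.5 in controls. In young recipients it had 24.3 CPM ± 3.99 (SD, n = 2) in mutant and 46.6 ± 45.7 (SD, n = 4) in control LT-HSC, a log2 change of -0.93 (SE 0.98, edgeR adjusted p = 1). The interaction was 2.92 (SE 1.34, edgeR adjusted p = 0.628). None of the Tnfrsf1b values passed the adjustment over all genes. In MPP3 the log2 changes were 0.66 (SE 0.61, edgeR adjusted p = 0.958) in aged and -0.35 (SE 0.66, edgeR adjusted p = 0.987) in young recipients, with an interaction of 1.008 (SE 0.90, edgeR adjusted p = 0.955).

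Tnfrsf1a (ENSMUSG00000030341) had 43.1 CPM ± 39.2 (SD, n = 4) in aged mutant and 54.8 ± 79.6 (SD, n = 3) in aged control LT-HSC, a log2 change of -0.39 (SE 0.98, edgeR adjusted p = 0.936). The direction of this value changed under limma voom, to 0.78. It had 31.8 CPM ± 5.98 (SD, n = 2) in young mutant and 32.1 ± 7.52 (SD, n = 4) in young control LT-HSC, and the interaction was -0.39 (SE 1.47, edgeR adjusted p = 0.991). In MPP3 the log2 changes were -0.32 (SE 0.60, edgeR adjusted p = 0.986) in aged and -0.40 (SE 0.65, edgeR adjusted p = 0.986) in young recipients, with an interaction of 0.08 (SE 0.89, edgeR adjusted p = 0.998).

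Tnf (ENSMUSG00000024401) ranged from 0 to 120 counts over the LT-HSC libraries. It had 3.11 CPM ± 4.92 (SD, n = 4) in aged mutants, with 10.38 CPM in the highest library, and 0.482 ± 0.573 (SD, n = 3) in aged controls. The log2 change was 2.62 (SE 2.48, edgeR adjusted p = 0.757). It had 0 counts in both young mutant libraries and 3.804 CPM ± 5.804 (SD, n = 4) in young controls, so Tnf in young mutants was not detectable at this depth. The interaction was 10.40 (SE 4.44, edgeR adjusted p = 0.618) and rests on those 0 counts. In MPP3 the log2 changes were -0.65 (SE 1.13, edgeR adjusted p = 0.984) in aged and 0.59 (SE 1.25, edgeR adjusted p = 0.987) in young recipients, with an interaction of -1.23 (SE 1.69, edgeR adjusted p = 0.974).

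**Figure D2:**
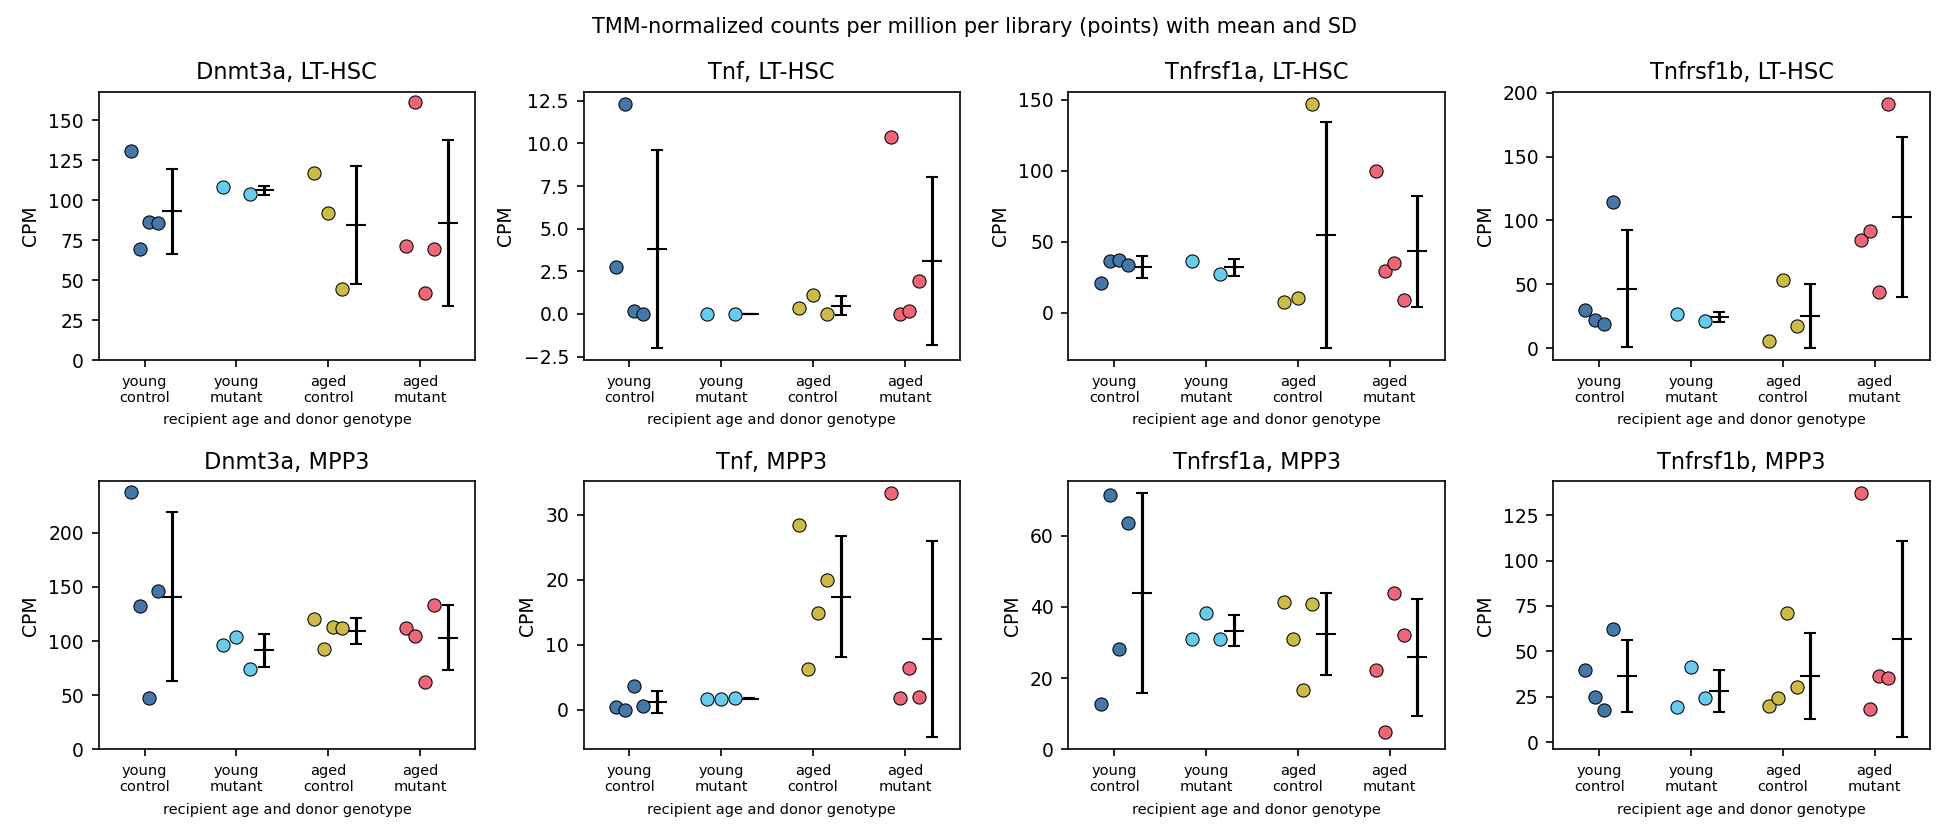
CPM of Dnmt3a, Tnf, Tnfrsf1a and Tnfrsf1b in LT-HSC (top) and MPP3 (bottom), with one point per library by recipient age and genotype and bars for mean and SD. Tnfrsf1b in aged recipients ranges from 44.1 to 191 CPM in mutant and from 5.45 to 53.5 CPM in control LT-HSC, and Dnmt3a overlaps between genotypes in every panel.

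The list of 199 TNF and NF-kB response genes was tested as a whole, with 165 of its genes in the LT-HSC fit. In LT-HSC of aged recipients the list was higher in mutants by 0.20 on the log2 scale against the other genes (camera adjusted p = 0.0090 over 6 tests), with 113 of 165 genes higher. The alternative that moved this value most was the filter on a mean of at least 50 counts, at 0.47. Without the 2 libraries with over 1% immunoglobulin counts, both aged mutants, a setting added after the data were seen, it was 0.10 and no longer under 0.05 by camera's unadjusted test. With the pool as a covariate it was 0.28, and neither pool could be tested alone because pool 1 held 1 aged control and pool 2 held 1 aged mutant library. In young recipients the list was lower in mutants by a value of -0.39 (camera adjusted p = 0.0800 over 6 tests), which did not pass the adjustment, with 68 of 165 genes higher. Within pool 1 it was -0.29, not under 0.05 by the unadjusted test, and pool 2 held no young mutant LT-HSC library. The interaction was 0.59 (camera adjusted p = 0.00231 over 6 tests), with 110 of 165 genes higher, and 0.69 with the pool as a covariate. No gene of the list passed an adjustment over the list alone in these 3 comparisons. The smallest such value was that of Zfp36 in aged recipients, with a log2 change of 1.04 (SE 0.23, edgeR adjusted p = 0.0509 over the list), and an adjusted p of 0.477 over all genes.

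In MPP3, 162 genes of the list were tested. The value was -0.08 (camera adjusted p = 0.347 over 6 tests) in aged recipients, with 77 of 162 genes higher, and -0.14 within pool 1. In young recipients it was 0.06 (camera adjusted p = 0.881), with 80 of 162 genes higher, and -0.19 within pool 2. The interaction was -0.15 (camera adjusted p = 0.414), with 79 of 162 genes higher.

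Scores of the list per library were also compared. In LT-HSC the score was 0.85 ± 0.0094 (SD, n = 3) in aged controls, 1.30 ± 0.187 (SD, n = 4) in aged mutants, 0.58 ± 0.0658 (SD, n = 4) in young controls and 0.30 ± 0.0902 (SD, n = 2) in young mutants. All 4 aged mutant libraries, from 1.10 to 1.55, lay above all 3 aged controls, from 0.84 to 0.86. The difference of 0.45 had an exact 2-sided permutation p of 0.0571 over 35 splits, where 0.0286 is the smallest possible, and an adjusted p of 0.133 over 4 genotype tests. Both young mutants, at 0.36 and 0.24, lay below all 4 young controls, from 0.51 to 0.67. This difference of -0.28 had an exact 2-sided permutation p of 0.0667, the smallest that 15 splits allow, and an adjusted p of 0.133. In MPP3 the score was 0.36 ± 0.128 (SD, n = 4) in aged controls, 0.20 ± 0.141 (SD, n = 4) in aged mutants, 0.29 ± 0.105 (SD, n = 4) in young controls and 0.28 ± 0.319 (SD, n = 3) in young mutants. The exact 2-sided permutation p in MPP3 was 0.143 in aged recipients (adjusted p = 0.190) and 0.914 in young recipients (adjusted p = 0.914).

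**Figure D3:**
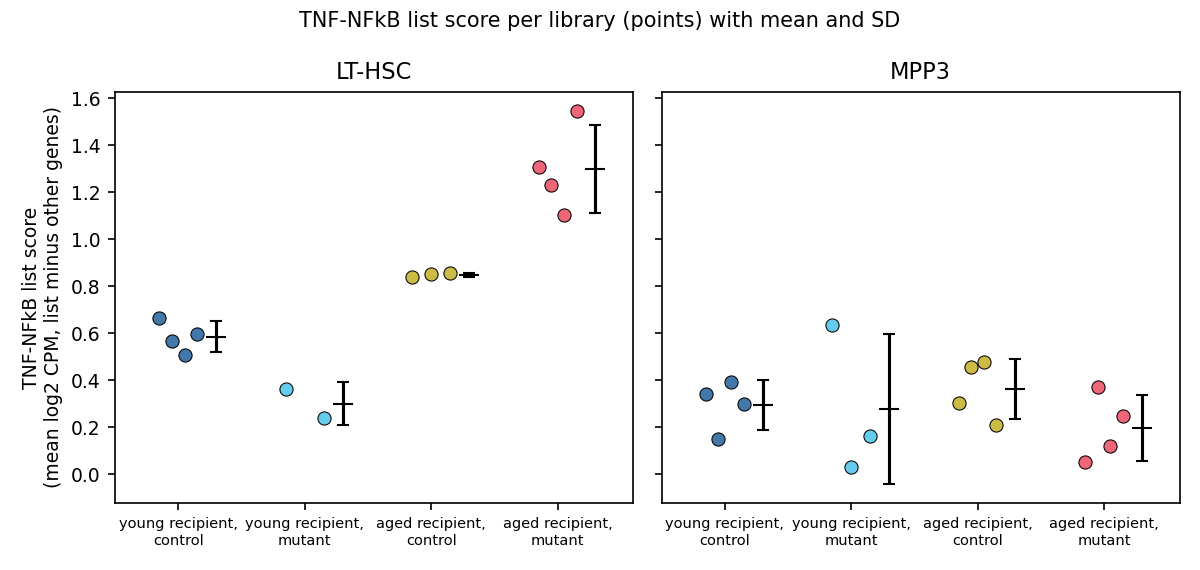
Score of the TNF and NF-kB list (mean log2 CPM of the list minus that of the other genes) in LT-HSC (left) and MPP3 (right), with one point per library by recipient age and genotype and bars for mean and SD. In LT-HSC aged mutants lie between 1.10 and 1.55, aged controls between 0.84 and 0.86, young controls between 0.51 and 0.67 and young mutants at 0.24 and 0.36.

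Among the 36 tests of the 6 other lists, 16 had an adjusted camera p under 0.05, 11 of them higher and 5 lower. In LT-HSC of aged recipients, mutants were higher for interferon genes (0.30, adjusted p = 0.0320, 50 of 68 genes higher), LT-HSC genes (0.51, adjusted p = 0.0328, 24 of 39), myeloid genes (2.74, adjusted p = 0.00437, 37 of 40) and lymphoid genes (2.98, adjusted p = 0.0156, 17 of 19). They were lower for cell cycle genes (-0.87, adjusted p = 4.28e-05, 27 of 94 genes higher). In LT-HSC of young recipients 0 of the 6 lists passed the adjustment, and the cell cycle, LT-HSC and lymphoid lists were under 0.05 before the adjustment. The alternative that changed these calls most was an inter-gene correlation estimated from the data, with which the cell cycle, LT-HSC, myeloid and lymphoid lists in aged recipients were no longer under 0.05 unadjusted. The interaction in LT-HSC was 0.46 for interferon genes (camera adjusted p = 0.0260, 45 of 68 genes higher), -1.40 for cell cycle genes (adjusted p = 1.92e-05, 33 of 94), 0.73 for LT-HSC genes (adjusted p = 0.00776, 30 of 39) and 4.03 for myeloid genes (adjusted p = 0.0138, 37 of 40).

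In MPP3 of aged recipients, mutants were higher for lymphoid genes (1.32, camera adjusted p = 5.5e-08 over 36 tests, 23 of 27 genes higher) and cell cycle genes (0.18, adjusted p = 0.0307, 64 of 94). They were lower for megakaryocyte-erythroid genes (-1.61, adjusted p = 1.16e-05, 6 of 31 genes higher) and LT-HSC genes (-0.95, adjusted p = 0.00776, 10 of 33). In MPP3 of young recipients, mutants were higher for lymphoid genes (1.03, adjusted p = 0.00207, 19 of 27) and cell cycle genes (0.24, adjusted p = 0.0450, 60 of 94). The interaction in MPP3 was -1.52 for megakaryocyte-erythroid genes (adjusted p = 0.0258, 12 of 31 genes higher). With an estimated inter-gene correlation the lymphoid and megakaryocyte-erythroid lists in aged recipients kept a p under 0.05, and the other lists named for MPP3 did not.

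Immunoglobulin genes took part of the counts in every library. In LT-HSC the share was at most 0.0247% (95% Wilson interval 0.0236 to 0.0257) in 11 libraries, and reached 1.33% (1.323 to 1.340) in aged mutant replicate 1 and 1.61% (1.597 to 1.615) in replicate 4. In MPP3 it ranged from 0.222% (0.219 to 0.226) to 5.80% (5.789 to 5.821). Aged mutant MPP3 libraries held 1.79 to 4.98% and aged controls 0.236 to 0.729%, a ratio of geometric means of 6.99. The exact 2-sided permutation p was 0.0286, the smallest possible, with an adjusted p of 0.114 over 4 tests. By the same exact permutation test, the adjusted p was 0.667 for young recipients in MPP3, 0.514 for aged and 0.667 for young recipients in LT-HSC.

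**Figure D4:**
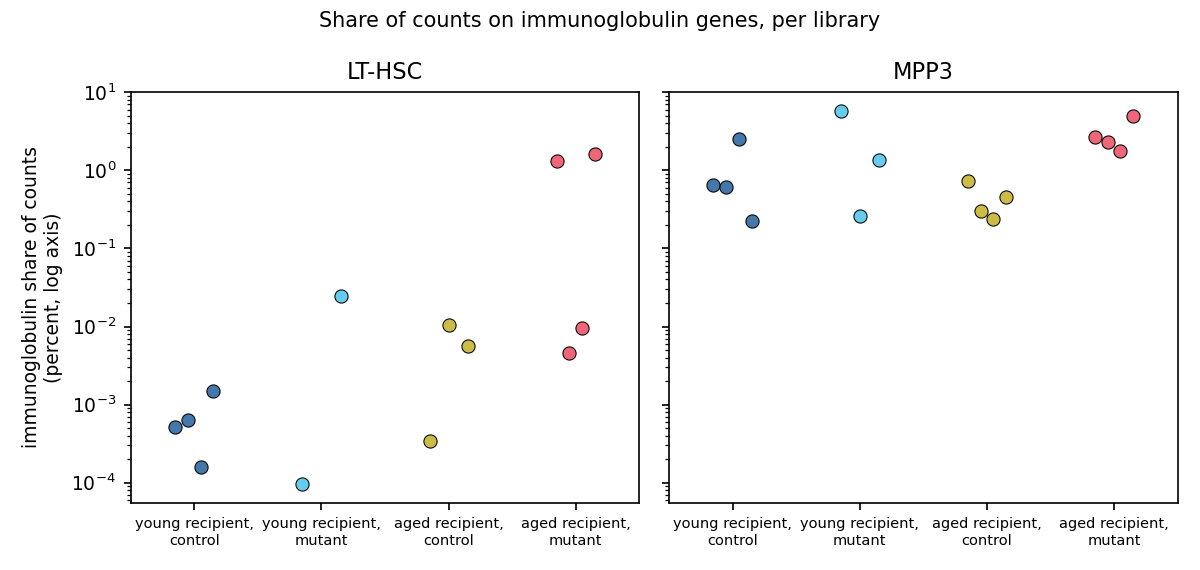
Share of counts on immunoglobulin genes (percent, log axis) per library in LT-HSC (left) and MPP3 (right), by recipient age and genotype. In LT-HSC 11 libraries lie at or below 0.0247% and 2 aged mutants at 1.33% and 1.61%, and MPP3 libraries lie between 0.222% and 5.80%.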

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

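The tests of sequencing pools, of libraries with immunoglobulin counts, of the share of undetected genes, of the difference between cell types and of single libraries far from their group were chosen only after the results were seen.

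The genotype effect on the TNF and NF-kB list differed between recipient ages in LT-HSC, with an interaction of 0.59 and 110 of 165 genes higher. With the pool as a covariate it was 0.69, and with the share of undetected genes as a covariate 0.769. Without the 2 LT-HSC libraries with over 1% immunoglobulin counts it was 0.512. This sets aside only those 2 libraries, and aged mutant replicate 3, which stayed in, ranked 3 of 13 for plasma-cell and 2 of 13 for B-cell markers, so other cells in the remaining libraries were not tested. Without immediate-early genes, which respond to handling of the cells, it was 0.687. The immediate-early list itself had an interaction of 0.32 (camera adjusted p = 0.0063 over 10 tests, 34 of 45 genes higher), so handling may contribute. None of these settings brought the unadjusted camera test above 0.05. Of 10000 random lists matched on expression level 0% had a median as far in the same direction, and of lists matched on GC content and transcript length 0.43%. In 1 of 32 splits that part as many same-numbered libraries, the real one alone, the camera test was as small. By size the real split was not alone, as another split gave 0.617. Splits that part fewer such pairs were not run for the interaction. Aged mutant replicate 4 has no same-numbered control and stayed in the mutant group in all 32. Mislabelled libraries cannot be excluded, because the Dnmt3a counts, with a log2 change of 0.013 in LT-HSC of aged recipients, do not separate the genotypes. A difference in how mutant LT-HSC respond in aged and young recipients may remain as a hypothesis, and it rests on 2 young mutant libraries, both in pool 1.

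Within aged recipients, the TNF and NF-kB list was higher in mutant LT-HSC by 0.20. It was 0.277 with the pool as a covariate, 0.411 with the share of undetected genes as a covariate and 0.275 without immediate-early genes, each under 0.05 by the unadjusted camera test. The immediate-early list was higher by 0.09 (camera adjusted p = 0.0113 over 10 tests, 35 of 45 genes higher), and its score had an exact 2-sided permutation p of 0.143 (adjusted p = 0.444 over 4 tests). Of 10000 random lists 0% had a median as far when matched on expression level, and 0.06% when matched on GC content and transcript length. Without the 2 libraries with over 1% immunoglobulin counts it was 0.097 and no longer under 0.05, so the difference could come in part from cells of another type in these libraries. The camera test was as small in 1 of 8 splits that part as many same-numbered libraries, and in 2 of all 35 splits, the others of which part fewer such pairs. In each of the 35 the mean value of the list was higher in the group that held aged mutant replicate 4. The direction of the camera test went the other way in some of these splits, so only the mean value followed that library. The other split with as small a test was among them. Without replicate 4 the value was 0.10, and still under 0.05 by the unadjusted camera test. No share under 0.05 is possible with 8 splits, and the share over all 35 was not under 0.05, so this difference cannot be told apart from a grouping by chance.

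This genotype effect in aged recipients also differed between the cell types, by 0.56 for LT-HSC minus MPP3 in a joint fit of all 28 libraries with 178 genes of the list. The separate fits of each cell type, with other gene filters and scaling, gave 0.20 and -0.08, which are closer together, so the size of the difference depends on the fit. The difference was 0.551 with the pool as a covariate and 0.163 without the 2 LT-HSC libraries with over 1% immunoglobulin counts, where it was still under 0.05 by the unadjusted camera test. In 1 of 40 splits drawn from 128 possible, the real one, the test was as small. By size, several other splits gave larger values, up to 0.684, and most values were positive. The size alone therefore does not set the real split apart. Other cells in the LT-HSC libraries may account for a part of this difference. Other cells in the remaining LT-HSC libraries and in MPP3 were not tested as its source, and mislabelled libraries cannot be excluded by the Dnmt3a counts.

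The interaction in LT-HSC was also past the adjusted threshold for 4 other lists. For cell cycle genes it was -1.40, and -1.311 with the pool, -1.181 with the share of undetected genes and -1.305 without the libraries with immunoglobulin counts. Of matched random lists 0% were as far for expression level and 0% for GC content and transcript length. As small a camera test came from 6 of 32 splits, but apart from the real split most of these went the opposite way. For interferon genes it was 0.46, and 0.438, 0.924 and 0.449 in the same 3 settings, of which the last was no longer under 0.05 at nearly the same size and cannot settle the part of other cells. Random lists were as far in 2.15% when matched on expression level and in 16.3% when matched on GC content and transcript length, and 5 of 32 splits were as small. For LT-HSC genes it was 0.73, and 0.849, 0.93 and 1.164 in these settings, with 1.71% and 25.9% of random lists as far and 6 of 32 splits as small. All of these 6 but the real one went the opposite way. For myeloid genes it was 4.03, and 4.024 with the pool and 4.641 with the share of undetected genes. Without the libraries with immunoglobulin counts the myeloid value was 1.707 and no longer under 0.05, and 0% and 0% of random lists were as far. As small a test came from 15 of 32 splits, but the value was positive in all of them, with replicate 4 always in the mutant group, so these splits cannot settle the myeloid difference. The myeloid value may come from other cells in 2 libraries. By these counts, which take either direction, the differences for cell cycle, interferon and LT-HSC genes cannot be told apart from a grouping by chance. Splits that exchange all same-numbered aged libraries nearly reverse the comparison. For cell cycle and LT-HSC genes the counts therefore cannot exclude a difference either.

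In MPP3 the interaction for megakaryocyte-erythroid genes was -1.52. It was -1.505 with the pool as a covariate and -1.7 with the share of undetected genes. Random lists were as far in 4.69% when matched on expression level and in 7.52% when matched on GC content and transcript length. As small a camera test came from 33 of 100 splits drawn from those that part as many same-numbered libraries, so the difference is consistent with a grouping by chance.

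Single libraries lay far from the other 3 of their group in 4 of the 80 groups and measures tested, and 4 are expected by chance. The gap divided by the range was 0.852 for Tnf in aged mutant MPP3, where replicate 1 had 33.3 CPM and the others 1.84 to 6.49. It was 0.850 for Tnf in young control MPP3, where replicate 3 had 3.66 CPM and the others at most 0.547. For Tnfrsf1b it was 0.847 in aged mutant MPP3, where replicate 1 had 137 CPM and the others 18.4 to 36.5, and 0.888 in young control LT-HSC, where replicate 4 had 115 CPM (114.8) and the others 19.3 to 29.9. Among the 200 genes nearest in mean CPM, 12%, 27.5%, 8.5% and 9.5% had a library as far apart, in the order given. Of all genes with such a library in the group, it was the same library in 30.7%, 27.8%, 30.7% and 25.1%, where 25% is expected for 4 libraries. The values are consistent with variation between libraries shared by genes at this level, and no biological explanation was tested.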

How the results depend on the processing

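Tests with the pools, or without libraries with immunoglobulin counts, were chosen only after the results were seen. A list is described here by whether its unadjusted camera test was under 0.05, and a gene by its adjusted p. No test was run where leaving out a library left 1 in a group. The cause was not tested for any change below unless one is named.

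The DESeq2 Wald test called more genes in every comparison of genotype or age, where edgeR called 0. In LT-HSC it called 364 for genotype in aged recipients, 136 in young recipients, 143 for age in controls, 317 for age in mutants and 257 for the interaction. Of the 364 genes 244 were higher and 120 lower, and 2 of 8 comparable splits, and 3 of 20 drawn from all splits, gave as many, with up to 416 calls per split. These calls therefore cannot be told apart from a grouping by chance. In MPP3 it called 56 for genotype in aged recipients, 54 in young recipients, 31 for age in controls, 56 for age in mutants and 39 for the interaction. With limma voom 2 genes were called for genotype in LT-HSC of young recipients, 2 for age in control LT-HSC, 1 for genotype in MPP3 of aged recipients and 1 for age in control MPP3. With only the groups compared in the fit, 3 genes were called for genotype in MPP3 of aged and 1 in MPP3 of young recipients. With all 28 libraries in the fit 1 gene was called for the interaction in LT-HSC, and with the libraries of pool 2 1 gene for genotype in MPP3 of young recipients. Leaving out a library gave 0 to 1 genes for genotype in MPP3 of aged and of young recipients, for age in mutant MPP3 and for the interaction in MPP3.

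Between the cell types 1997 genes were called, and 1690 to 2305 when a library was left out. The count was 1242 with the animal as a replicate block, 56 in pool 1 and 296 in pool 2.

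Same-numbered libraries are from different animals of the groups compared. Their pairing was checked by the correlation of deviations from the group means, which was 0.005 for genotype in LT-HSC of aged recipients, 0 in LT-HSC of young recipients, and between -0.03 and 0.051 in all comparisons. With the replicate block the TNF and NF-kB list was 0.36 in LT-HSC of aged recipients, -0.29 in young recipients (not under 0.05), 0.65 for the interaction in LT-HSC and -0.0027 in MPP3 of young recipients.

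The TNF and NF-kB list in LT-HSC of aged recipients was 0.10 and not under 0.05 without the 2 libraries with over 1% immunoglobulin counts, and 0.10 to 0.38 when a library was left out, each under 0.05. In LT-HSC of young recipients it was not under 0.05 without immediate-early genes (-0.41) or in pool 1 alone (-0.29), and it was -0.46 to -0.22 when a library was left out, not under 0.05 in 1 of the 4 fits with a test. The interaction in LT-HSC was 0.50 to 0.85 when a library was left out, under 0.05 in each fit with at least 2 libraries per group. In MPP3 of young recipients the value changed direction with the pool as a covariate (-0.0023) and in pool 2 (-0.19), and ran from -0.24 to 0.20 when a library was left out. The interaction in MPP3 then ran from -0.23 to 0.16.

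The log2 change of Dnmt3a in LT-HSC of aged recipients changed direction with DESeq2 size factors (-0.0026), the DESeq2 Wald test (-0.0025) and limma voom (-0.11). With limma voom Tnfrsf1a changed direction in LT-HSC of aged (0.78) and young recipients (0.12) and in the interaction in LT-HSC (0.66) and MPP3 (-0.09). When a library was left out, Dnmt3a ran from -0.48 to 0.30 in LT-HSC of aged recipients, from -0.21 to 0.12 in MPP3 of aged recipients and from -0.66 to 0.10 for the interaction in LT-HSC. Tnfrsf1a then ran from -1.21 to 2.27 in LT-HSC of aged recipients and in the interaction, from -0.19 to 0.15 in LT-HSC of young recipients, from -0.69 to 0.02 in MPP3 of aged recipients and from -0.29 to 0.42 for the interaction in MPP3. Tnfrsf1b ran from -1.19 to 0.02 in LT-HSC of young recipients, from -0.27 to 1.20 in MPP3 of aged and from -0.73 to 0.05 in MPP3 of young recipients. The interferon list ran from -0.09 to 0.64 in LT-HSC of aged recipients (3 of 7 fits not under 0.05) and from -0.12 to 0.82 for the interaction in LT-HSC. In LT-HSC of aged recipients the myeloid list ran from 0.73 to 3.34, the lymphoid list from 1.42 to 3.96 and the LT-HSC list from 0.40 to 0.99, each not under 0.05 in 2 of 7 fits. The myeloid interaction in LT-HSC ran from 1.56 to 4.64 (2 of 11 fits with a test not under 0.05) and the megakaryocyte-erythroid interaction in MPP3 from -2.06 to -0.90 (3 of 15). In MPP3 of aged recipients the cell cycle list ran from -0.02 to 0.41 and the LT-HSC list from -1.81 to -0.59 (each 2 of 8). In MPP3 of young recipients the cell cycle list ran from 0.11 to 0.48 (2 of 7) and the lymphoid list from 0.29 to 1.42 (1 of 7).

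Over the other lists and alternatives that kept all libraries or a pool, 52 values stayed under 0.05 in the same direction and 28 were no longer under 0.05, most of them with an estimated inter-gene correlation or the fry test. Of the values for single genes, 91 kept direction and call, 7 changed direction and 1, Flt3 with limma voom, lost its call. The spread between libraries limits the LT-HSC comparisons, where 19% of genes changed by 4 on the log2 scale were called in simulated counts.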

Other observations

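The tests of immunoglobulin genes, of the TNF and NF-kB and immediate-early lists by recipient age, and of the lymphoid list without B-cell and plasma-cell markers were chosen only after the results were seen.

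Immunoglobulin counts in LT-HSC libraries varied by a ratio of 16700 between the highest and lowest library of pool 1, which goes against index hopping within a pool as their source. The 2 libraries with over 1% ranked in the upper 2 of 13 for plasma-cell markers, the lower at rank 2, and the lower at rank 5 for B-cell markers. Plasma cells in the sorted cells may be the source, and no biological explanation was tested. Of the counts on heavy-chain variable genes, 98.5% (95% Wilson interval 98.07 to 98.76) were on Ighv1-26 in aged mutant LT-HSC replicate 1 and 92.8% (92.36 to 93.21) on Ighv1-19 in replicate 4. The MPP3 library of the same number had the same leading gene in 0 of 2 cases, which gives no sign of the same clone in both libraries of an animal. These genes have near-identical sequences, so their shares are uncertain.

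In MPP3 the immunoglobulin share rose with the plasma-cell marker score over 15 libraries, with Spearman's rho 0.914 (permutation p = 3e-05, adjusted p = 6e-05 over 2 relations) and Pearson's r 0.953 (permutation p = 1e-05, the smallest that 100000 resamples can give, adjusted p = 2e-05). Pearson's r was 0.927 without the 2 libraries farthest from the median, 0.95 in pool 1 (n = 6) and 0.932 in pool 2 (n = 9). With the B-cell marker score rho was 0.696 (permutation p = 0.0047, adjusted p = 0.0047) and r 0.736 (permutation p = 0.00076, adjusted p = 0.00076), and r was 0.634 without the 2 farthest libraries, 0.771 in pool 1 and 0.639 in pool 2. The leading heavy-chain variable gene took a median of 53.1% of such counts, from 16.1% to 99.5%, and 10 different genes led in the 15 libraries. As the libraries are from different animals, this cannot tell free RNA of each animal's marrow from cells. Plasma cells or B cells in the sorted cells, or such free RNA, remain a possible explanation.

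The lymphoid list was higher in mutant MPP3 of aged recipients by 1.32, and by 1.068 without B-cell and plasma-cell markers and Ighm, still under 0.05 by the unadjusted camera test. Cells of another type of these kinds may therefore account for a part of it. As small a test came from 1 of 8 comparable splits and 2 of all 35, and for megakaryocyte-erythroid genes from 1 of 8 and 1 of 35. For cell cycle genes it was 6 of 8 and 24 of 35, for LT-HSC genes 4 of 8 and 10 of 35, and for the TNF and NF-kB list 3 of 8 and 8 of 35 splits. In MPP3 of young recipients the splits as small were 1 of 8 and 7 of 35 for the lymphoid list, 1 of 8 and 2 of 35 for cell cycle genes, and 7 of 8 and 30 of 35 for the TNF and NF-kB list. No share under 0.05 is possible with 8 splits. The others of the 35 part fewer same-numbered libraries, which are from different animals. Of these lists in MPP3, megakaryocyte-erythroid genes in aged recipients had a share under 0.05 over all 35 splits, the smallest possible and not adjusted for the number of lists. The other lists cannot be told apart from a grouping by chance. The mean megakaryocyte-erythroid score was 0.01 in aged controls, -1.57 in aged mutants, -1.28 in young controls and -1.69 in young mutants, so aged controls stood apart. Most aged control MPP3 libraries named 1 recipient and all aged mutant ones 2. Genotype and pooling of animals therefore cannot be fully told apart there.

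In LT-HSC of aged recipients the splits with as small a camera test were 2 of 8 and 6 of 35 for interferon genes, 2 of 8 and 7 of 35 for cell cycle genes, 4 of 8 and 14 of 35 for LT-HSC genes, 5 of 8 and 22 of 35 for myeloid genes, 3 of 8 and 13 of 35 for lymphoid genes, and 2 of 8 and 3 of 35 for immediate-early genes. For cell cycle and LT-HSC genes, the other splits as small among the 8 all went the opposite way. The 8 splits all keep aged mutant replicate 4 in the mutant group. Over all 35 the mean values of the myeloid and lymphoid lists were higher in whichever group held replicate 4. These counts therefore cannot settle those lists. As many genes with an unadjusted p under 0.05 came from 3 of 8 splits, and from 9 of all 35. A split of these libraries by pool gave 1285 such genes against 1491. For the interaction in LT-HSC 2 of 32 splits gave as many genes, and in MPP3 80 of 100, with 32 of 100 splits as small for the TNF and NF-kB list. For genotype in MPP3 as many genes came from 2 of 8 splits and 7 of 35 in aged recipients, and from 8 of 8 and 22 of 35 in young recipients.

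Recipient age changed the TNF and NF-kB list in mutant LT-HSC by 0.94 (camera adjusted p = 3.21e-08 over 4 tests, 122 of 165 genes higher) and in control LT-HSC by 0.35 (camera adjusted p = 0.148, 98 of 165 higher). For immediate-early genes the values were 0.99 (camera adjusted p = 6.45e-11 over 10 tests, 38 of 45 higher) and 0.67 (camera adjusted p = 0.000397, 35 of 45 higher). The score of the TNF and NF-kB list differed by 0.997 in mutants (exact 2-sided permutation p = 0.0667, the smallest possible, adjusted p = 0.133 over 4 tests) and by 0.26 in controls (exact p = 0.0286, the smallest possible, adjusted p = 0.114). In mutants 8 genes of the list, Zfp36, Nr4a1, Trib1, Atf3, Dusp5, Egr1, Nr4a2 and Klf6, had an edgeR adjusted p under 0.05 over the list, the smallest 0.0187 for Zfp36 with a log2 change of 1.36, and 0 over all genes, where 943 were under 0.05 unadjusted. The exact 2-sided permutation p of the immediate-early score was 0.0667 in mutants, the smallest possible, with an adjusted p of 0.133, and 0.0286 in controls with an adjusted p of 0.114. In control LT-HSC 1 of 8 splits and 1 of 35 gave as small a camera test for either list, and 1 of 8 and 3 of 35 gave as many genes with an unadjusted p under 0.05. In control MPP3 the splits were 4 of 8 and 16 of 35 for the TNF and NF-kB list, 4 of 8 and 22 of 35 for immediate-early genes, and 2 of 8 and 2 of 35 for the number of genes. In mutant MPP3 they were 5 of 8 and 20 of 35, 6 of 8 and 14 of 35, and 8 of 8 and 35 of 35. No such splits are reported for recipient age in mutant LT-HSC. Its aged group holds both LT-HSC libraries with over 1% immunoglobulin counts, so other cells may account for a part of its values. Immediate-early genes, which respond to handling of the cells, were higher with recipient age in LT-HSC of both genotypes, so handling may contribute. Age values of the TNF and NF-kB list without immediate-early genes are not reported. Aged LT-HSC libraries pooled 2 recipients each and young ones 1, so recipient age and pooling of animals cannot be told apart in LT-HSC.

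Between the cell types, 2 of 50 relabellings of the libraries, the real one included, gave as many genes, and the other gave 2034. The relabellings were meant to exchange labels within animals. The number of animals with exchanged labels was not whole in many of them, such as 5.5 and 2.5. Labels were therefore not always exchanged within an animal, and no conclusion is drawn from these relabellings.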
